A study of Mus musculus with 6 samples. Its data were reported in "Uridine inhibits ROS-mediated osteoclast differentiation and alleviates osteoporosis via modulation of PI3K/Akt–FoxO signaling" (2026).

How the data were processed

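RNA sequencing was carried out on RAW264.7 cells, a mouse macrophage line that forms osteoclasts, the cells that resorb bone, when it is given the cytokine RANKL. The series holds 6 samples in 2 groups, 3 untreated controls and 3 RANKL-stimulated samples, all collected at day 3. Per the labels, total RNA was selected for poly(A) tails and made into strand-specific libraries for paired-end Illumina sequencing and the samples of a group are named as replicate biosamples. Whether they came from separate cultures is not stated, so p-values measure the spread between these samples only. The study also profiled uridine-treated cells, which are not part of this series, and the table is read as the comparison of the 2 conditions the series holds. The submitters' processing notes name DESeq and the mouse build mm10. The study's methods name DESeq2 for the authors' differential test and the NovaSeq platform. The aligner, the read counter, the annotation release and the filter that left the listed rows were not given in the sources used here.

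The analysis rests on 1 table of 11031 rows, in which 10947 rows carry an Ensembl gene identifier and 84 carry the identifier of an assembled locus. The log2 fold change of each row was computed by the authors between the 2 conditions and is used as deposited. The header names neither the numerator nor the denominator of that fold change, so a positive value is called the positive side and a negative value the negative side, without naming the group in which a gene was higher. The values that bear on which side is RANKL are given with the resorption genes. The p-value and the adjusted p-value of each row were also computed by the authors and used as deposited. The deposited mean expression is on a log scale of FPKM, taken as log2, whose base and offset the header does not state, and it served only to rank and match rows. The 12 columns of values per library bear letters that match no sample label, and none of them was used in any step. Depth per sample, values per replicate, their spread and any model of counts were for that reason not analysed here, and the precision of each value rests on the adjusted p-value in the table.

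The deposited columns were first checked. The adjusted p-values equalled a Benjamini-Hochberg adjustment over all 11031 rows, with 0 rows differing by a relative amount over 1e-06. The words up and down in the table corresponded to an adjusted p under 0.05 with an absolute log2 fold change above 1, with 0 rows differing. In 280 rows the p-value is listed as 0, and the smallest p-value above 0 is 7.48e-308. Fold changes of genes that are close to absent in one condition depend on the fitted model and are neither bounds nor precise sizes; 60 rows have an absolute log2 fold change above 8.

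Before the data were examined, 32 gene lists were fixed from textbook knowledge, and 28 of them had at least 3 members in the table. Older symbols were matched through RefSeq synonyms. Pyrimidine metabolism, PI3K/Akt, FoxO and oxidative stress are themes the study chose on these or sister samples. Each list was tested against all other rows with camera for pre-ranked statistics (cameraPR of limma 3.58.1 in R 4.3.3) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 28 lists. The statistic was a signed z made from the deposited p-value and sign, in which a p-value of 0 was set to the smallest p-value above 0. This statistic took the place of a planned moderated one; it was chosen after the files and the fold changes of the lists had been seen, and before any set test was run. The median of each list was also placed among the medians of 10000 random lists of the same size, matched on deciles of mean expression. KEGG pathways were taken from the annotation in the table for 4592 rows, and the 299 pathways with 10 to 500 members were tested in the same way against the other annotated rows. An inter-gene correlation was not estimated, because the values per library were not used here, and larger preset correlations were tried in its place.

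The list test was tested on simulated data made by permuting the signed z over the 11031 rows of this comparison 100 times and moving 5 lists. A shift of 2 standard deviations was recovered in 100% of cases, a shift of 1 in 86.8% and a shift of 0.5 in 10.2%. Among lists that were not moved, 3.37% to 3.95% had an unadjusted p under 0.05. Permuting removes the correlation between genes, so these rates do not show how the test behaves for lists of co-regulated genes.

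The genes named were chosen by a rule. It takes the 10 highest and 10 lowest log2 fold changes among rows with an adjusted p under 0.05 and a symbol that is not that of a predicted gene, 11 genes fixed by name, and from each list the 2 highest and 2 lowest members past that threshold, with up to 4 of each for the 3 pyrimidine lists. For the highest and lowest genes the rule also asked for a minimum level in CPM and for non-overlapping groups of libraries. Those parts were not applied, because they need values per library, and a mean expression at or above the median of all rows was used in their place, a choice made after the data were seen. Further genes (Cad, Dhodh, Umps, Isg15, Gapdh, Itgax) are named from the lists and were chosen after their values were seen. Some genes that the rule takes are not reported here. Gene positions are from GENCODE release M21, on GRCm38, which is the build mm10. Of the Ensembl identifiers, 10915 were found in that annotation by identifier.

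The count model, pairing by replicate number and omission of single libraries that were planned were not run, because each needs values per library. The alternatives tried were other thresholds and fold lines, another centring, restriction to rows at or above the median expression, ranks or fold changes in place of the signed z, and preset correlations of 0.05 and 0.1. All of these except the unadjusted threshold with a 2-fold line were chosen after the data were seen. To find genes whose reads could be shared, 50-mers taken every 25 bases from the longest transcript of each gene were looked up in the transcripts of every other gene. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.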

Results

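To describe the transcriptional changes that accompany RANKL-driven osteoclast differentiation, RNA from 3 untreated and 3 RANKL-stimulated RAW264.7 samples was sequenced after 3 days of culture. The values below are those of the authors' deposited table, which holds the comparison of the 2 conditions for 11031 rows. Depth per sample and values per replicate were not analysed here, because the columns per library match no sample label. The sign of each fold change is given as deposited, because the table does not name which condition is the numerator.

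Genes of the bone-resorbing machinery of the osteoclast lay on the positive side, and interferon-stimulated and mitotic genes lay on the negative side. In the authors' deposited table, 8546 of 11031 rows (77.47%) passed an adjusted p under 0.05, with 4339 on the positive and 4207 on the negative side. Most of these differences were small, since 62.18% of the rows past the threshold changed by less than 1.5-fold, and the median absolute log2 fold change among them was 0.45. With an absolute log2 fold change above 1 as a further requirement, the authors' deposited table holds 1689 rows, 906 positive and 783 negative. At a 4-fold line there were 389 positive and 162 negative rows. Of the rows with an absolute log2 fold change above 8, whose sizes are imprecise, 59 were positive and 1 negative. Among rows at or above the median expression, 263 positive and 240 negative rows passed the 2-fold line.

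Among rows at or above the median expression that carry a gene symbol, the highest fold changes in the authors' deposited table were those of Acp5 (10.22), Mmp9 (8.80) and Ctsk (8.78), which encode tartrate-resistant acid phosphatase, a matrix metalloproteinase and cathepsin K. They were followed in the authors' deposited table by the serpin Serpinb6b (5.79), the osteoclast proton pump subunit Atp6v0d2 (4.78), the chemokine receptor Ccr1 (4.34), Npl (4.00), Slc37a2 (3.77), carbonic anhydrase Car2 (3.63) and Clec4a2 (3.45). At the other end of the same rows, the authors' deposited table lists Ifi44 (-3.87), Irf7 (-3.64), Usp18 (-3.39), Rtp4 (-3.34), Ifi27l2a (-3.31), Phf11d (-3.09), Cx3cr1 (-2.95), H2-T24 (-2.84), Smpdl3b (-2.82) and Hpgds (-2.73). All 20 of these genes have an adjusted p listed as 0 in the authors' deposited table, that is, below what the table could record. Ifi44, Irf7, Usp18 and Rtp4 are members of the interferon list, and Cx3cr1 is a chemokine receptor of macrophages. Phf11d and Rtp4 share 12.8% and 13.7% of their sampled 50-mers with other genes, so their values are less certain.

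**Figure D1:**
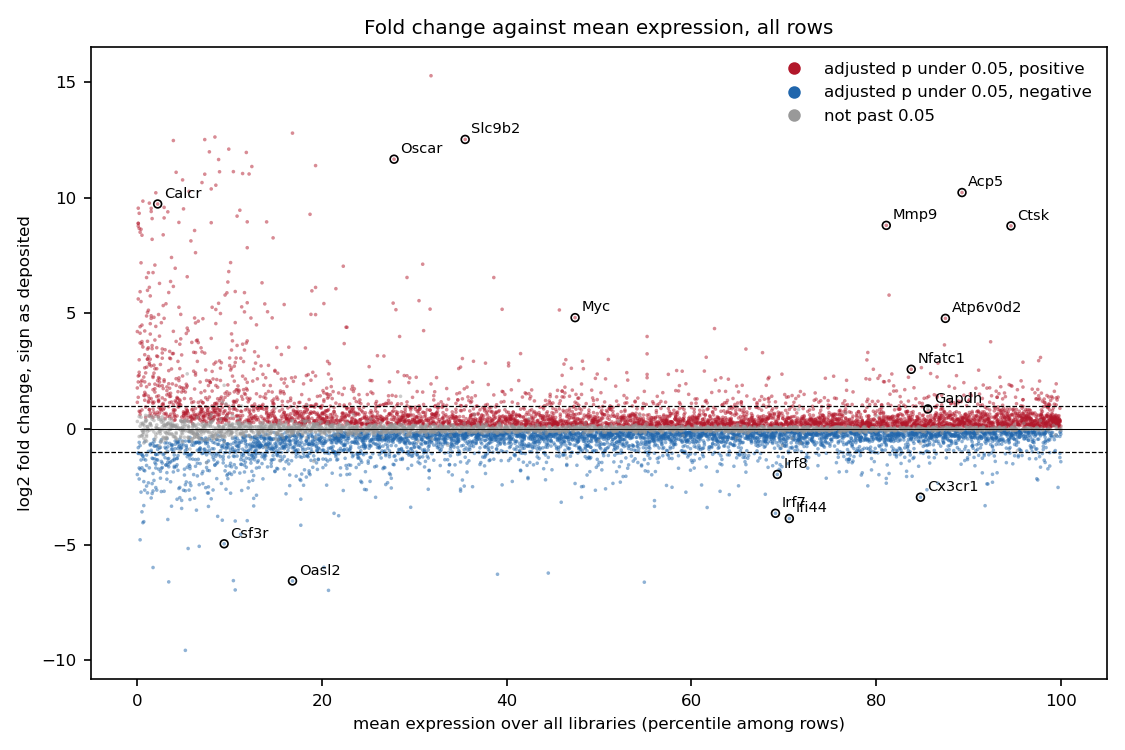
Log2 fold change as deposited (vertical axis) against the percentile of mean expression over all libraries (horizontal axis) for the 11031 rows; each point is a row, coloured by its side and by an adjusted p under 0.05, and dashed lines mark log2 fold changes of -1 and 1. Acp5, Mmp9 and Ctsk stand apart at high expression, at 10.22, 8.80 and 8.78.

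Acp5 (ENSMUSG00000001348) lies on the minus strand of chromosome 9 at 22126727 to 22135711 and Ctsk on the plus strand of chromosome 3 at 95499256 to 95509362 in GRCm38. Mmp9 lies on the plus strand of chromosome 2 at 164940780 to 164955850, and Nfatc1 on the minus strand of chromosome 18 at 80606205 to 80713071. All 4 are annotated as protein-coding genes, and the values cover whole genes, without distinction of exons or isoforms.

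All 18 genes of the resorption list passed an adjusted p under 0.05 on the positive side in the authors' deposited table, with a median log2 fold change of 3.87. Besides the genes above, the authors' deposited table lists the sodium/proton exchanger Slc9b2 at 12.51, the calcitonin receptor Calcr at 9.72 (adjusted p = 1.26e-15), the integrin Itgb3 at 7.83 and the kinase Src at 6.54. Calcr was among the most weakly expressed rows, at the 2.2 percentile of mean expression, and such large fold changes of weakly expressed genes, here and below, are imprecise and no bounds. The list differed from other rows by camera (adjusted p = 1.53e-21), and its median was above those of all 10000 matched random lists. Acp5, Ctsk and Nfatc1 were also measured by PCR in the study, a separate assay. Its text states that uridine lowered their mRNA, and prints no PCR values between control and RANKL. The list as a whole was fixed before the data were examined. The study reported that RANKL induced osteoclast formation. All 18 resorption genes were positive, and macrophage identity genes were negative in 14 of 18 cases against 4 positive. These values argue against the controls being the positive side.

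Receptors and fusion proteins went both ways, with 10 of 16 listed members positive and 5 negative past the threshold in the authors' deposited table. The costimulatory receptor Oscar was at 11.66, the fusion proteins Ocstamp at 7.12 and Dcstamp at 1.90, whereas Fcer1g was at -1.06 and Trem2 at -0.95 in the authors' deposited table. This list passed camera (adjusted p = 0.017), but the adjusted p ranged from 4.03e-07 with log2 fold changes as the statistic to 0.51 among genes at or above the median expression, with 0.063 and 0.14 at preset correlations of 0.05 and 0.1 and 0.098 with ranks. Of 25 genes for RANK signalling and its transcription factors, 15 were positive and 8 negative past the threshold in the authors' deposited table, and the list did not pass (camera adjusted p = 0.064). Its named members in the authors' deposited table were Prdm1 (11.34), Myc (4.81), the master regulator Nfatc1 (2.58), the RANK receptor gene Tnfrsf11a (1.24, adjusted p = 7.4e-287), Map2k6 (-1.29) and Fosb (-2.36). With log2 fold changes as the statistic this list had an adjusted p of 0.0091, among genes at or above the median expression 0.0496, and under the other settings 0.14 to 0.31. Repressors of osteoclast differentiation were mostly negative, 10 of 14 against 4 positive in the authors' deposited table, with Irf8 at -1.96 and Id1 at -1.80 but the calcineurin regulator Rcan1 at 2.23 and Tnfaip3 at 2.11. The repressor list had a camera adjusted p of 0.081, although its median of -0.86 lay below those of all 10000 matched random lists. The median of the RANK signalling list lay at the 98.37 percentile of its matched random lists.

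**Figure D2:**
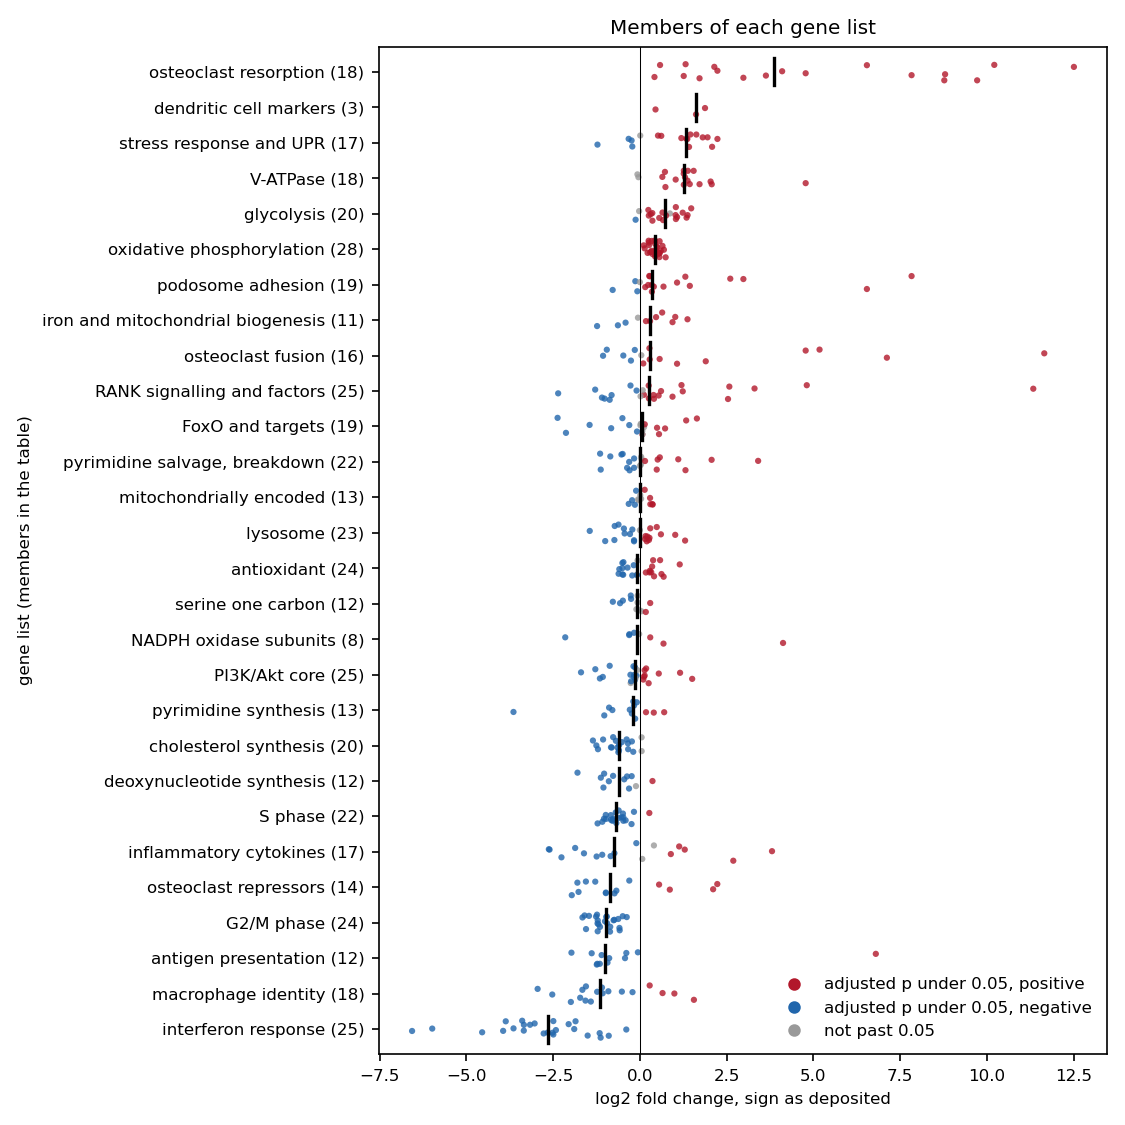
Log2 fold change as deposited (horizontal axis) of every member of the 28 gene lists with at least 3 members in the table (vertical axis, ordered by median); points are genes, coloured by side where the adjusted p was under 0.05, and black bars are list medians. The medians run from -2.66 for the interferon list to 3.87 for the resorption list.

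The study focused on pyrimidine metabolism, so the 3 pyrimidine lists are not independent evidence of a direction. For de novo synthesis and nucleotide kinases, 3 of 13 genes were positive and 10 negative past the threshold in the authors' deposited table, and the list did not pass camera (adjusted p = 0.16). The authors' deposited table lists the mitochondrial kinase Cmpk2 at -3.64, Ctps2 at -1.03, Nme3 at -0.89 and Nme7 at -0.79 against Nme4 at 0.70, Nme2 at 0.40 and Nme6 at 0.18. The enzymes of the de novo chain moved little in the authors' deposited table, with Cad at -0.29, Dhodh at -0.19 and Umps at -0.13. Nme2 and Nme3 share 53.8% and 88.9% of their sampled 50-mers with other genes, so their values are uncertain. Cmpk2 is also an interferon-stimulated gene.

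Deoxynucleotide synthesis lay on the negative side, with 10 of 12 genes negative and 1 positive past the threshold in the authors' deposited table (camera adjusted p = 3.81e-05). Deoxycytidine kinase Dck was at -1.80, the ribonucleotide reductase subunits Rrm2 and Rrm1 at -1.12 and -1.03, and thymidylate synthase Tyms at -1.05 in the authors' deposited table, against 0.36 for Rrm2b. With log2 fold changes as the statistic, this list had an adjusted p of 0.09, against 0.0042 or less under the other settings. Replication and mitosis genes, given below, were negative as well, so the shift of this list is not shown to be particular to pyrimidine metabolism. In salvage and breakdown, 8 of 22 genes were positive and 10 negative past the threshold in the authors' deposited table, and the list did not pass (camera adjusted p = 0.9). Uridine phosphorylase Upp1 (3.41, adjusted p = 2.79e-49), cytidine deaminase Cda (2.07), Dpys (1.31) and the nucleoside transporter Slc28a2 (1.11) were the highest in the authors' deposited table. Purine nucleoside phosphorylase genes Pnp2 (-1.15) and Pnp (-1.13), Entpd1 (-0.85) and Nt5c (-0.53) were the lowest in the authors' deposited table. Pnp, Pnp2 and Slc28a2 share 25%, 32.1% and 38.7% of their 50-mers with other genes. Adjusted over the list alone, the counts past the threshold were 13, 12 and 18 for the 3 pyrimidine lists, against 13, 11 and 18 over all rows, and in every other list both counts were equal.

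**Figure D3:**
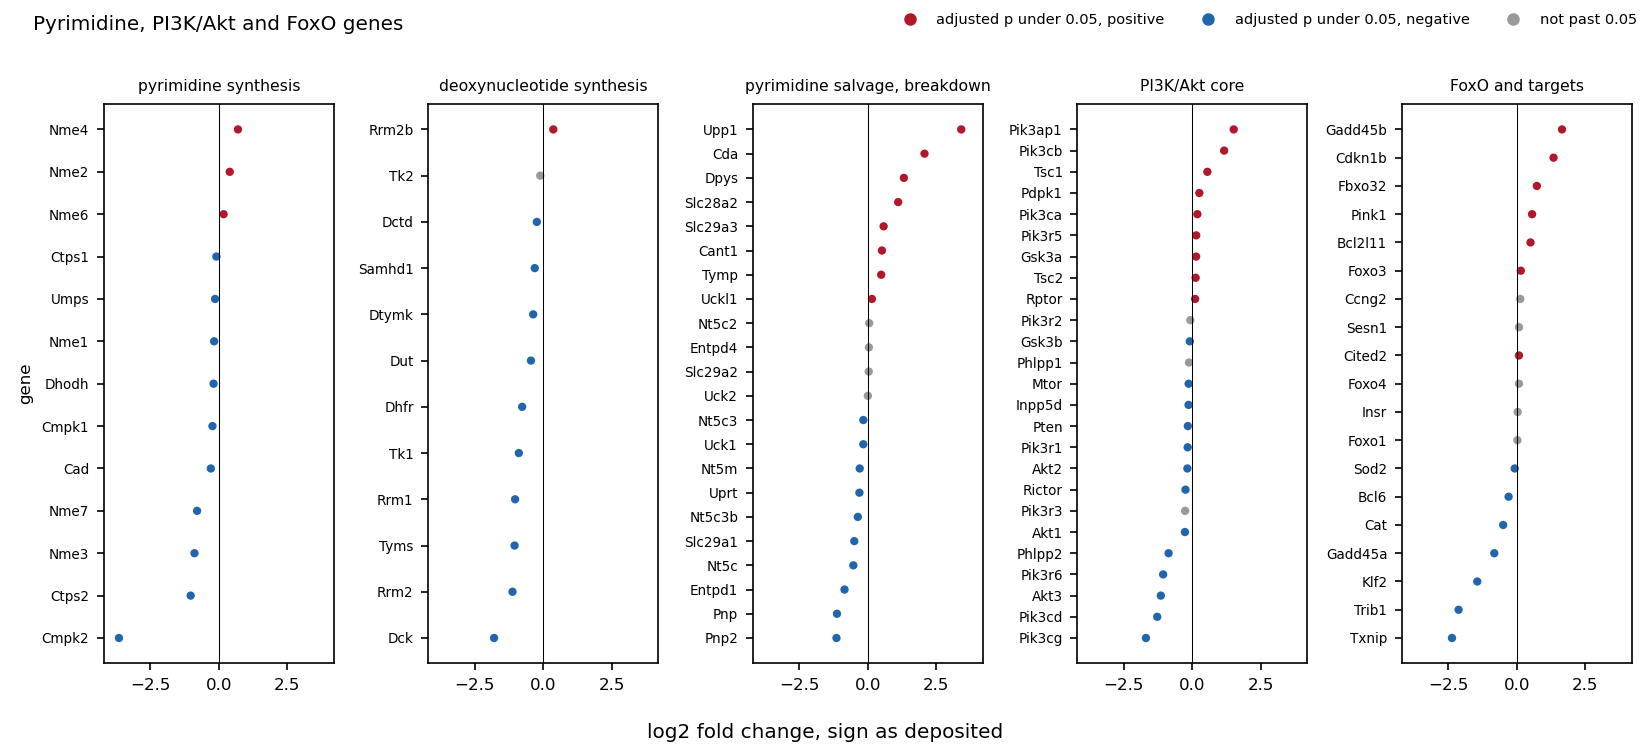
Log2 fold change as deposited (horizontal axis) of each gene (vertical axis) in the lists for pyrimidine synthesis, deoxynucleotide synthesis, pyrimidine salvage and breakdown, PI3K/Akt and FoxO; points are genes, coloured by side where the adjusted p was under 0.05. Cmpk2 at -3.64 and Upp1 at 3.41 are the extremes, and Foxo1 lies at 0.02.

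PI3K/Akt, FoxO and oxidative stress were likewise themes of the study, and none of their lists passed camera. Of 25 PI3K/Akt genes, 9 were positive and 13 negative past the threshold in the authors' deposited table (camera adjusted p = 0.39). The adaptor Pik3ap1 (1.51) and the catalytic subunit Pik3cb (1.16) were positive in the authors' deposited table, and the subunits Pik3cg (-1.70) and Pik3cd (-1.28) negative. Akt1 was at -0.27 (adjusted p = 2.31e-18) in the authors' deposited table. Foxo1 was at 0.02 (adjusted p = 0.86) and Foxo3 at 0.14 (adjusted p = 0.0072) in the authors' deposited table. The FoxO list had 7 positive and 7 negative members of 19 past the threshold in the authors' deposited table (camera adjusted p = 0.49), with Gadd45b at 1.64, Cdkn1b at 1.33, Trib1 at -2.13 and Txnip at -2.37. Among 8 NADPH oxidase genes, 3 were positive and 4 negative (camera adjusted p = 0.71), and the authors' deposited table lists the catalytic subunits Nox1 at 4.13 and Cybb at -2.15, with Rac2 at 0.68. Members of the antioxidant list were split, 11 positive and 11 negative of 24 (camera adjusted p = 0.9). Gpx1 was at 1.15, Sod1 at 0.69, Prdx1 at -0.59 and Keap1, an inhibitor of the antioxidant response, at -0.61 in the authors' deposited table. These tests concern transcript levels, not phosphorylation or protein.

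Every one of 25 interferon-stimulated genes was negative past the threshold in the authors' deposited table, with a median log2 fold change of -2.66 (camera adjusted p = 9.08e-25). The authors' deposited table lists Oasl2 at -6.57, Mx1 at -5.99 and Isg15 at -3.16. Macrophage identity genes were negative in 14 of 18 cases (camera adjusted p = 2.4e-12), with the receptor Cx3cr1 and the lysozyme Lyz1 (-2.53) lowest and Cd36 (1.56) and Cd86 (0.99) highest in the authors' deposited table. Antigen presentation genes were negative in 11 of 12 cases (camera adjusted p = 1.53e-07), including the regulator Nlrc5 (-1.97) and the immunoproteasome subunit Psmb9 (-1.39) in the authors' deposited table, and the exception was the class II gene H2-Eb1 (6.80). With log2 fold changes in place of the signed z, the adjusted p of this list was 0.36, against 0.00029 or less under the other settings. Of 17 inflammatory genes, 10 were negative and 5 positive past the threshold, with Cxcl2 at -2.62, Il1b at -2.60, Nos2 at 3.81 and Ccl2 at 2.69 in the authors' deposited table. The inflammatory list passed camera (adjusted p = 0.036), but the adjusted p ranged from 0.0064 among genes at or above the median expression to 0.36 with log2 fold changes, with 0.11 and 0.21 at preset correlations of 0.05 and 0.1 and 0.14 with ranks. Lyz1 shares 12.2% of its 50-mers with other genes.

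Energy metabolism and acidification genes were positive. All 28 nuclear genes of the respiratory chain and ATP synthase passed the threshold on the positive side in the authors' deposited table, by small amounts, with a median of 0.44 and a range from 0.11 to 0.74 (camera adjusted p = 7.05e-07). Removal of the trend with GC content and transcript length, which moved single rows by up to 0.331, was not tried for this list. Ndufv1 (0.74) and Atp5mc1 (0.69) were the highest of them in the authors' deposited table. Glycolysis genes were positive in 17 of 20 cases (camera adjusted p = 2.07e-13), with Pfkl at 1.48 and Aldoa at 1.37 in the authors' deposited table and Hk3 at -0.12 as the single negative gene. Gapdh, which the study used as the PCR reference, was at 0.87 without passing the threshold (adjusted p = 0.15) in the authors' deposited table, and 26.9% of its 50-mers occur in other genes. With log2 fold changes in place of the signed z, the adjusted p of the respiratory list was 0.33 and that of glycolysis 0.081, against 0.0057 or less and 6.71e-06 or less under the other settings. Aldoa and Atp5mc1 share 15.0% and 10.7% of their 50-mers with other genes. Subunits of the vacuolar proton pump were positive in 16 of 18 cases, with a median of 1.28 (camera adjusted p = 2.95e-23), and Atp6v1b2 was at 2.07 in the authors' deposited table. Lysosomal genes were split, 11 positive and 11 negative of 23 (camera adjusted p = 0.56), with Npc2 at 1.30 and Glb1 at 1.02 against Ctsl at -1.45 in the authors' deposited table.

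Cell cycle genes were negative. Of 22 replication genes, 21 were negative past the threshold in the authors' deposited table (camera adjusted p = 1.35e-08), led by Pola1 (-1.22) and Pole (-1.08), with Cdt1 (0.27) as the exception. All 24 mitotic genes were negative past the threshold (camera adjusted p = 3.58e-17), with Cenpf at -1.65 and Ttk at -1.59 in the authors' deposited table. Cholesterol synthesis genes were negative in 18 of 20 cases (camera adjusted p = 3.72e-07), with Cyp51 at -1.25 in the authors' deposited table. Serine and one-carbon genes did not pass as a list (camera adjusted p = 0.081), with 5 negative and 2 positive of 12 past the threshold in the authors' deposited table. Its named members in the authors' deposited table were Psat1 (-0.78), Phgdh (-0.57), Mthfd1l (0.30) and Psph (0.17), and 59.5% of the Phgdh 50-mers occur in other genes.

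Stress response genes were positive in 12 of 17 cases and negative in 4 (camera adjusted p = 1.52e-08), and the members that moved most were endoplasmic reticulum genes, Creld2 (2.24), Pdia4 (2.08) and the chaperone Hspa5 (1.95), while Atf3 (-1.22) and Asns (-0.32) were negative in the authors' deposited table. Podosome and adhesion genes were positive in 15 of 19 cases and negative in 3 (camera adjusted p = 2.37e-07), with Itgb3 and Src as the highest and Ptk2b at -0.78 and Cdc42 at -0.13 as the lowest in the authors' deposited table. Itgb3 and Src were also given with the resorption list, so the results of these lists are not separate. Iron and mitochondrial biogenesis genes did not pass as a list (camera adjusted p = 0.16), with 7 positive and 3 negative of 11. The transferrin receptor Tfrc was at 1.37, Slc11a2 at 1.02, Slc40a1 at -0.63 and the ferritin gene Fth1 at -1.23 in the authors' deposited table. In the FoxO, antioxidant and salvage lists, whose medians were 0.07, -0.07 and 0.02, the camera test pointed to the other side, and none of these lists passed.

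Markers of other cell types were few in the table. Of 10 dendritic cell markers 3 were present, all positive (camera adjusted p = 0.0072), namely Zbtb46 (1.88), Cd83 (1.62) and Itgax (0.45) in the authors' deposited table. The adjusted p of this list was 0.17 with log2 fold changes and 0.025 or less under the other settings in which it was tested, and Cd83 and Itgax are also expressed by macrophages. Only Runx2 (-1.24) and Pdgfrb (-1.13) of 11 osteoblast and fibroblast markers, Lck (-0.61) of 10 lymphocyte markers and Csf3r (-4.96) of 10 granulocyte and mast cell markers were listed in the authors' deposited table, and 0 of 6 epithelial markers. Of 13 mitochondrially encoded transcripts, used as a sign of RNA quality, 5 were positive and 4 negative past the threshold (camera adjusted p = 0.88). Their extremes in the authors' deposited table were mt-Nd6 (0.37), mt-Nd4 (0.36), mt-Atp6 (-0.22) and mt-Atp8 (-0.32), and mt-Nd4 and mt-Atp6 share 63.0% and 100% of their 50-mers with other genes.

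KEGG pathways gave 38 of 299 past an adjusted p of 0.05, 21 positive and 17 negative. Member counts given here are of genes past the threshold. The pathway with the lowest adjusted p was the one named collecting duct acid secretion, whose 19 members are chiefly proton pump subunits (16 positive and 1 negative, adjusted p = 8.53e-12), followed by oxidative phosphorylation with 97 of 117 members positive and 6 negative (adjusted p = 7.71e-08) and glycolysis and gluconeogenesis with 29 of 45 positive and 12 negative (adjusted p = 0.00012). Protein processing in the endoplasmic reticulum was positive for 100 of 148 members and negative for 27 (adjusted p = 0.00013), and DNA replication was negative for 28 of 35 and positive for 4 (adjusted p = 0.00013). The ribosome pathway was positive for 99 of 134 members and negative for 12, with a small median of 0.28 (adjusted p = 0.009). Removal of the trend with GC content and transcript length was not tried for this or the other pathways. Pyrimidine metabolism was negative for 30 of 47 members and positive for 11, and did not pass (median -0.23, adjusted p = 0.099). Osteoclast differentiation (45 positive and 49 negative of 112, adjusted p = 0.83), FoxO signalling (adjusted p = 0.59) and PI3K-Akt signalling (adjusted p = 0.98) did not pass either. These values are limma camera tests of the authors' deposited table at the preset correlation of 0.01, each for a shift toward a single side. The study's enrichment of osteoclast differentiation, PI3K/Akt and FoxO was among genes called between its model and uridine groups, a comparison not held here. Its pyrimidine result came from enrichment of called genes between control and RANKL and from metabolite measurements, which are unlike these tests. At a preset correlation of 0.05 a single pathway passed, and pathways share members, so the count of 38 is not a count of separate themes.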

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

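All alternatives here except the unadjusted threshold were chosen after the data were seen. The planned count model, other scalings of counts, filters on low counts and omission of each library in turn were not run, because values per library were not used here. No paired analysis was possible because the columns of values per library match no sample label and were not used here, and other splits of the samples were not run for the same reason. The count of 8546 rows was 1689 at the planned unadjusted p with a 2-fold line and 4463 among rows at or above the median expression, both by construction, as fewer rows qualify; it stayed within 1.5 times at an adjusted p under 0.01 (7886) and under Bonferroni (6131). The 1689 rows past the 2-fold line became 3232 at a 1.5-fold line, 551 at a 4-fold line and 503 among rows at or above the median expression. Centring on the most highly expressed rows moved the positive share from 53.6% to 49.8%. Of the 28 lists, 16 passed, against 14 with ranks, 11 with log2 fold changes, 14 at each larger preset correlation and 15 of 27 among rows at or above the median expression, and the 4 lists whose direction differed between settings passed under none of them. Some lists share members, so a count of lists is not a count of separate themes. The cause of calls of single lists that ended or began under a setting was not tested. The 38 pathways were 5 with log2 fold changes, of which 3 were among the 38; the cause was not tested. There were 39 with ranks, of which 32 were among the 38, and 45 of 265 among rows at or above the median expression, of which 37 were. The count was 1 at a preset correlation of 0.05 and 1 at 0.1, because a larger correlation widens the null spread by construction. Depth was not analysed here, so no statement is made on what depth limits.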

Other observations

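The test of the histone genes against the replication list was chosen after its result was seen, and the histone, MHC class I, immunoglobulin and extreme genes were grouped after their values were seen. Replication-dependent histone genes, which were on no list, lay on the positive side although DNA replication genes lay on the negative side. All 24 histone genes listed in the H1, H2A, H2B, H3 and H4 clusters passed the 2-fold line on the positive side in the authors' deposited table, with log2 fold changes from 1.46 to 4.60 and a median of 2.76. This median was above those of all 10000 matched random lists, but the group was formed from these values, so that rank is no evidence. Most members lay below the median expression, with the highest, H4c8, at the 10.6 percentile, so their fold changes are imprecise. Of them 16 lie on chromosome 13, 7 on chromosome 3 and 1 on chromosome 11. H2bc21 was at 2.93 and H1f2 at 1.46 in the authors' deposited table.

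All 15 classical and non-classical MHC class I genes listed were negative past the threshold in the authors' deposited table, from H2-T24 (-2.84) to H2-M3 (-0.82), and several share sequence with each other. The annotation assigns 3 rows without a symbol to the immunoglobulin heavy chain locus on chromosome 12, Ighm (-6.62), Ighd (-6.61) and Ighj1 (-6.28), all negative in the authors' deposited table. Over all rows with a symbol, the extremes in the authors' deposited table were the actin-severing protein gene Scin (15.26) and the prostaglandin dehydrogenase gene Hpgd (-9.56), both below the median expression and imprecise. Of the 84 assembled loci, 18 were positive and 8 negative past the 2-fold line in the authors' deposited table.

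For the histone genes, a larger share of replicating cells on the positive side is argued against by the replication list, whose median was -0.69, below all matched random lists. Removal of the trend with GC content and transcript length left a median of 2.71. That removal moved no row by more than 0.331, so it could take away only part of the median. The trend over all rows is thus too small to account for it. A bias particular to these transcripts was not tested. Reads shared between histone copies stay open: the 4 members with under 10% shared 50-mers had a median of 3.14 against 2.68 for the other 20, but 4 are too few to decide. Since the libraries were selected for poly(A) tails, which replication-dependent histone transcripts mostly lack, a candidate explanation is a change in the polyadenylated share of these transcripts, which was not tested here. The header does not tie the sign to a condition. The resorption genes argue against the controls being the positive side, which would place the higher histone values in the RANKL samples.

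Most genes at or above the median expression had a small standard error, as implied by the deposited log2 fold change and p-value under a Wald test (median 0.041). The 53 genes in the top 1% of this quantity, among them Gapdh (0.57), Rps27rt (0.61), Hnrnpa3 (0.39) and Sumo2 (0.50), could owe it to reads divided between similar loci. Of these 53 genes, 77.4% shared at least 10% of their 50-mers with another gene, against 11.3% of the other 5207 (Fisher's exact test, 2-sided, p = 2.91e-28). Some of the 53 genes overlap on the genome, such as Gm38431, Fdx2 and Raver1, so they are not independent and this p-value is too small. The excess of shared sequence is what uncertain read assignment would give, but the remaining genes of the group, such as Mef2c (0.0% shared), need another explanation. The deposited fold change of Gapdh, 0.87 in the authors' deposited table, is for this reason a hypothesis to test with values per library, not evidence that the reference gene moved.

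The negative interferon and cell cycle lists were set against trends in the table. Removal of the trend with GC content and transcript length left medians of -2.55 for the interferon list and -0.85 for the replication and mitosis genes, and removal of the trend with mean expression left -2.68 and -0.81. Before removal they were -2.66 and -0.84. The largest shift of any row was 0.331 for GC content and transcript length and 0.586 for mean expression, so removal could take away only part of these medians. Neither trend accounts for either group. A biological difference between the conditions and a difference in culture density or collection stay open, as untested.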
